A study of Mus musculus with 4 samples. Its data were reported in "Loss of KDM5B ameliorates pathological cardiac fibrosis and dysfunction by epigenetically enhancing ATF3 expression" (2022).

How the data were processed

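RNA from the left ventricle of mice at 7 days after myocardial infarction was measured on 4 Agilent Whole Mouse Genome one-colour arrays, 2 from KDM5B knockout (KO) mice and 2 from wild-type (WT) mice. Infarction was produced by tying off the left anterior descending coronary artery. Group and array number came from the sample titles, which number the arrays 2 and 3 in each group. All 4 samples are labelled male.

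The authors scanned the arrays and deposited each array's intensity values from Agilent Feature Extraction. Per the file headers the software was version 10.7.3.1, the grid was annotated on build mm9 (NCBI37), and the processed intensity of a spot was background-subtracted by spatial detrending and then detrended multiplicatively, with a surrogate value for spots not above background. The authors also deposited a table of log2 values for the same arrays, made per the methods with GeneSpring. Its normalization is not stated. Set against the scanner values, between 99.62% and 99.67% of its 41267 rows per array lay within 0.01 of the quantile-normalized log2 processed intensity, and each column had a median of 6.78, so its scale is log2, it is not centred on genes, and its direction is that of the scanner signal. The 2 to 11 rows per array that lay more than 1 log2 unit away were not explained.

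Each array held 45018 spots, of which 43379 were not controls, for 41174 probes. No non-control spot was saturated. Between 92 and 116 non-control spots per array carried an outlier flag and were left out, and spots of one probe were averaged for the 245 probes with replicate spots. Between 68.15% and 72.05% of probes were well above background. The 75th percentile of the processed signal was 876.3 on WT 2, 976.1 on WT 3, 607.6 on KO 2 and 885.2 on KO 3. All 4 arrays lay on 1 slide and were scanned on 1 day, with the WT arrays at positions 1 and 2 and the KO arrays at positions 3 and 4, so position on the slide and genotype cannot be told apart. The number of arrays limits the precision of every value.

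The log2 processed signal of each array was shifted by its 75th percentile over non-control probes. This scaling was assumed before the data were examined, because the methods name only the software, and the deposited table turned out to be quantile-normalized, which was run as an alternative. A probe was tested when it was well above background on both arrays of at least 1 group, which left 28303 probes, while 12865 were too dim and 6 lacked a value on an array. KO was compared with WT by limma 3.58.1 (lmFit and eBayes) in R 4.3.3 with Benjamini-Hochberg adjustment, and a probe was called at an adjusted p under 0.05 and a fold change over 2. With 2 arrays against 2, an exact permutation test cannot give a two-sided p under 0.333.

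Probe names came from the files. A symbol of the RefSeq table of assembly GRCm38.p6 matched 31437 probes directly, 471 by an older symbol and 1820 by accession only, and 7446 probes had none. Coordinates are those of the files, on mm9. The position of a probe within exons was not determined, since no mm9 annotation was used. Where a gene had several probes, its value is that of the tested probe with the highest mean over the 4 arrays.

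Gene lists were written before the data were examined. The lists of matrix and fibrosis genes, endothelial genes, and positive and negative angiogenesis genes were tested with limma's camera at a preset correlation of 0.01 on 1 probe per gene, with Benjamini-Hochberg adjustment over these 4 sets, and again with fry and with camera's estimated correlation. The genes of both angiogenesis lists were also counted among genes with a fold change over 2 and compared with all 15061 tested genes by Fisher's exact test, two-sided. The remaining lists serve only the closing observations, and a list of atrial genes was added for these after the data were seen. Genes were named by a rule fixed in advance. Kdm5b, Atf3 and the fibrosis and endothelial genes that the study follows were always named. The 5 largest rises and 5 largest falls past the threshold were to follow, among genes with a symbol in the files (the RefSeq symbol where matched) that were well above background and unsaturated on all arrays, with both KO arrays beyond both WT arrays. Since no probe passed, these places were filled as planned by the largest fold changes at an unadjusted p under 0.05.

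The alternatives were normexp background correction with an offset of 50, quantile normalization, a shift by the median, no filter on dim probes, only probes well above background on all 4 arrays, the authors' values, the array number as a block, each array left out in turn, the methods' t-test, eBayes with trend and robust estimation, array weights, the mean of all probes of a gene, and other definitions of the set tests and of changed genes. A fit with the mean of the cardiomyocyte list as a covariate was added after the data were seen. A block for slide or scan could not be fitted with 1 slide and 1 scan day.

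The limma fit was tested on simulated data for the 28303 probes, with 200 of them changed. With a spread of 0.1 (SD, log2) for each probe, 100% of changes of 3 log2 units and 100% of changes of 1.5 were called. With each probe's own residual spread in the KO against WT comparison, 0 of 200 changes of 3 log2 units were called, although their mean estimated change was 3.07. With the smaller residual spread that remains after the array number is removed, the same fit called 92 of 200 changes of 3 log2 units (46%, with 3 false calls) and 0 of 200 of 1.5. With the number effects added and the number fitted as a block, 0 of 200 were called at either size. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots with matplotlib 3.10.9.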

Results

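Gene expression was profiled in left ventricles of KDM5B-KO and WT mice at 7 days after myocardial infarction to ask which transcripts change when the histone demethylase KDM5B is missing. Each group had 2 arrays, numbered 2 and 3, and these are called WT 2, WT 3, KO 2 and KO 3. Values are log2 signals relative to the 75th percentile of the array, and differences are KO minus WT.

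The targeted gene was examined first. Kdm5b was measured by 2 probes on chromosome 1 (mm9), and both were lower on each KO array than on each WT array. The brighter probe, at 136485365 to 136485424, gave -1.34 ± 0.66 (SD, n = 2) in WT and -2.33 ± 0.10 (SD, n = 2) in KO. The difference was -0.996 with a standard error of 0.40, and its limma adjusted p was 0.9999. The dimmer probe, at 136528957 to 136529016, differed by -1.19 with a standard error of 0.45. At number 2 the brighter and dimmer probes differed by -1.53 and -1.92, and at number 3 by only -0.46 and -0.46. Signal of both probes stayed well above background on the KO arrays. Of the settings that left out an array, those without WT 2 and without WT 3 moved the brighter probe most, to -0.53 and -1.46.

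The 4 arrays did not all show the signal expected from their label of male. The brightest probe of Xist, the X-linked RNA of the inactive X chromosome, had an unscaled log2 signal of 14.13 on WT 2 and 13.24 on KO 2, against 1.92 on WT 3 and 2.01 on KO 3. The Y-linked gene Ddx3y read 2.12 on WT 2 and 1.63 on KO 2, against 11.88 on WT 3 and 11.44 on KO 3. Eif2s3y, Kdm5d and 2 of 3 Uty probes, also on the Y chromosome, divided the arrays the same way. The split runs along the array number and is balanced over genotype, so the gene and set comparisons are also given within the number, where there is 1 array per genotype and no replicate. Xist was not well above background on WT 3 and KO 3, so the difference is a bound of at least 10.05 log2 units after scaling.

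**Figure D1:**
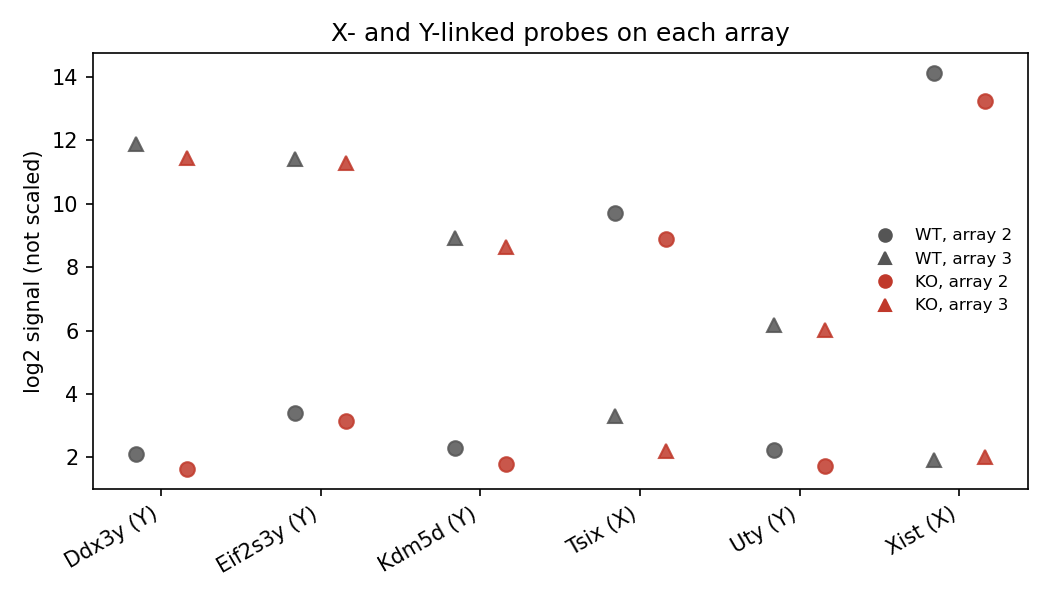
Unscaled log2 signal of X-linked and Y-linked probes (horizontal axis, chromosome in brackets) on each of the 4 arrays, WT in grey and KO in red, with circles for number 2 and triangles for number 3. Xist reads 14.13 and 13.24 on the number 2 arrays and 1.92 and 2.01 on the number 3 arrays. Y-linked probes that are well above background on the number 3 arrays run the other way.

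To find genes that respond to the knockout, all 28303 tested probes were compared. By limma, 0 probes passed the threshold and the lowest adjusted p was 0.9999. At an unadjusted p under 0.05 by limma there were 410 probes, or 1.45% of those tested. Among settings with all 4 arrays and the same probes, that number ran from 299 with array weights to 3798 with the cardiomyocyte covariate. With normexp it was 1160. The methods' t-test called 0 probes after Benjamini-Hochberg adjustment, and 88 probes at the study's cutoffs when p was left unadjusted. By size alone, 949 probes had a fold change over 2, 283 of them (29.8%) higher and 666 lower in KO. Normexp background correction moved this count most among the settings that kept all 4 arrays and the same probes, to 209. Leaving out KO 3 raised it to 5683, leaving out WT 2 to 1953 and leaving out KO 2 to 1645. The share of higher probes was then 48.4%, 48.0% and 40.4%. Without WT 3 it was 28.3%, so the size of the excess of lower probes depends on which array is left out. Within the numbers, KO 2 exceeded WT 2 by more than 2-fold for 1751 probes and fell below it for 2502, and KO 3 exceeded WT 3 for 632 and fell below it for 504. Of these, 71 rose in both pairs and 121 fell in both, while 105 rose at number 2 and fell at number 3 and 153 did the opposite. Over all tested probes, 72 were well above background on both KO arrays and neither WT array, and 143 on both WT arrays and neither KO array, so their differences are bounds.

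Atf3, a transcription factor that the study follows as a target of KDM5B, was measured by 1 probe on chromosome 1, 192994547 to 192994606. It read 0.47 ± 0.14 (SD, n = 2) in WT and 1.80 ± 0.77 (SD, n = 2) in KO. The difference was 1.33, a fold of 2.52, with a standard error of 0.45 and a limma adjusted p of 0.9999. Both KO arrays lay above both WT arrays. Atf3 was higher in KO by 1.98 at number 2 and by 0.69 at number 3, and it lay between 0.79 and 1.88 with any array left out.

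The fibrosis genes that the study follows were compared next. By Q-PCR at a later day after infarction, in more mice per group, the study reported these genes lowered in KO myocardium. The arrays sampled an earlier day by another method, so they cannot test that result. Of 6 genes, 5 were lower and 1 was higher in KO, and 0 passed the threshold over all probes or adjusted over the list alone, where the lowest adjusted p was 0.944. Without KO 3, Col1a1 and Fn1 passed when adjusted over the list alone, with a lowest adjusted p of 0.0198, and 0 passed over all probes. Col1a1 on chromosome 11 read 7.38 ± 0.17 (SD, n = 2) in WT and 6.86 ± 0.81 (SD, n = 2) in KO. It was lower in KO by -1.21 at number 2 and higher by 0.17 at number 3. Fn1 on chromosome 1 differed by -2.06 at number 2 and by 0.59 at number 3, with a mean difference of -0.73 and a standard error of 1.21. Ccn2, Tgfb1 and Col3a1 had mean differences of -0.15, -0.03 and -0.11, and Acta2 of 0.33. For each of the 6 genes the difference changed sign between the numbers. The other probes of Col1a1 and Fn1 shared the direction of the probe used, and those of Col1a1 had larger mean differences, -1.01 and -0.76. For Col3a1 the size depended on the probe, with mean differences of -0.63 and -1.41 for its other probes. Its mean over all probes was -0.71, and the probe used gave -0.41 with the authors' values. The Col3a1 probe at -1.41 fell at both numbers, by -2.63 and -0.18. Acta2 had probes that rose at both numbers. Without KO 2, Col1a1 was 0.05, Fn1 0.88 and Ccn2 0.67 higher in KO.

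The endothelial genes were compared because the study describes more vessel growth in KO hearts. By Q-PCR at the same day, in more mice per group, the study reported these genes raised in KO myocardium. Vegfa, Pecam1, Kdr, Nos3 and Vwf were higher in KO by 0.26, 0.13, 0.34, 0.23 and 0.33 on average. None of the 5 passed the threshold over all probes by limma or adjusted over the list alone, where the lowest adjusted p was 0.799. Vwf on chromosome 6 read 3.92 ± 0.26 (SD, n = 2) in WT and 4.25 ± 0.01 (SD, n = 2) in KO, and was higher in KO within both numbers. Its difference was 0.15 without WT 2, 0.52 without WT 3 and 0.20 with quantile normalization. The other 4 genes, by the probe used, were higher in KO at number 2 and lower at number 3. A dim probe of Pecam1 had a mean difference of the opposite sign, -0.09. Without KO 2, the differences of Vegfa, Pecam1, Kdr and Nos3 were -0.91, -0.16, -0.58 and -0.38.

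**Figure D2:**
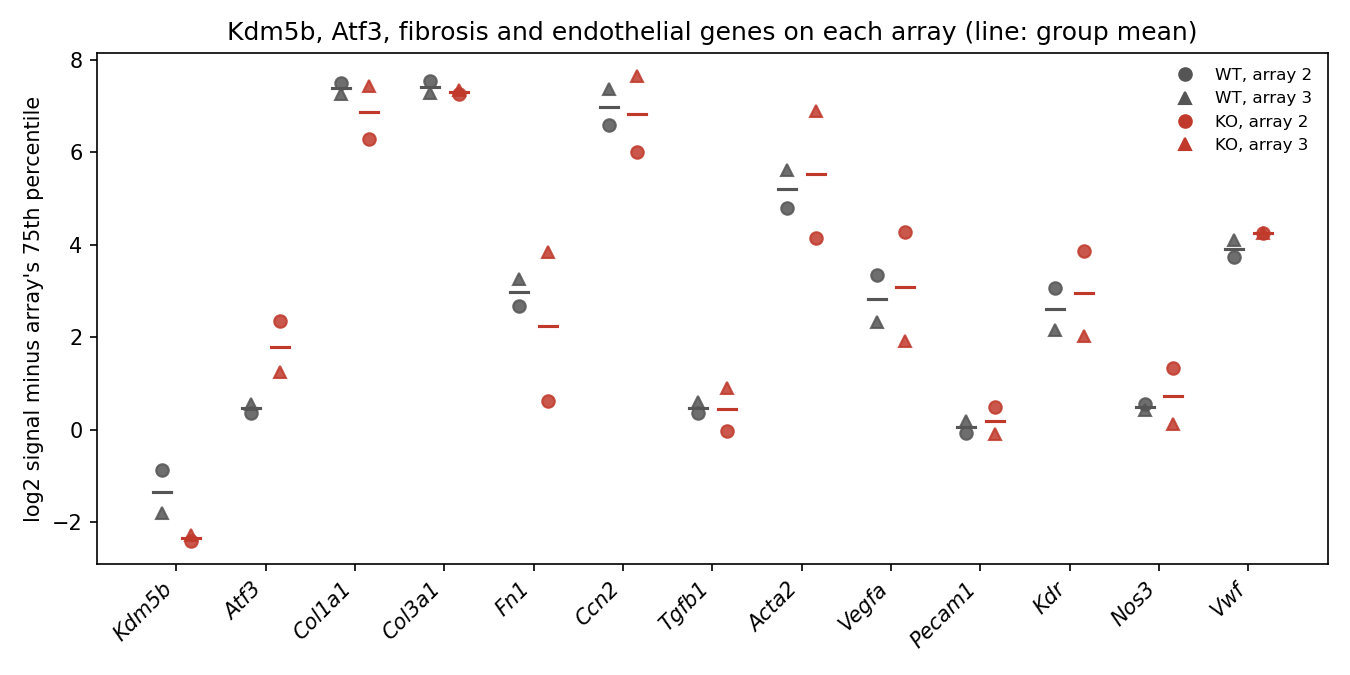
Log2 signal relative to the 75th percentile of the array (vertical axis) for Kdm5b, Atf3, 6 fibrosis genes and 5 endothelial genes, with 1 point per array, circles for number 2, triangles for number 3 and a line at each group mean. Kdm5b and Atf3 separate the groups, and KO 2 and KO 3 lie on opposite sides of the WT arrays for most of the others, as for Fn1 at 0.62 and 3.85.

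The matrix and fibrosis set of 57 genes had a mean difference of -0.62, with 5 genes higher in KO, and camera gave an adjusted p of 2.09e-11. This call did not hold under fry, with an adjusted p of 0.919, or under camera with an estimated correlation, with an adjusted p of 0.863. The median of the set was -1.24 at number 2 and 0.16 at number 3, and without KO 2 its mean was 0.25 with a camera adjusted p of 0.01. Both KO arrays lay below both WT arrays for 11 of the 57 genes and above them for 0. The arrays also differed in heart muscle transcripts, with a mean of the cardiomyocyte list of 6.15 on KO 2 and 3.26 on KO 3, against 5.09 on WT 2 and 3.95 on WT 3. The endothelial set of 37 genes had a mean difference of 0.06 and a camera adjusted p of 0.687. Its median was 0.50 at number 2 and -0.30 at number 3. The positive angiogenesis set of 74 genes had a mean difference of -0.16 and a camera adjusted p of 0.502, with 34 genes higher in KO. The negative angiogenesis set of 49 genes had a mean of -0.09, a median of 0.04 and a camera adjusted p of 0.828, so its mean and median differ in sign. The medians of the positive and negative angiogenesis sets were -0.42 and -0.02 at number 2 and 0.05 and 0.08 at number 3. Camera called the positive set lower without WT 2 (adjusted p 0.0229) and without KO 3 (0.0110) and higher without KO 2 (0.0389), and called the endothelial set lower without KO 2 (2.18e-04) and higher without KO 3 (0.00138). Without KO 2 the means of the endothelial, positive angiogenesis and negative angiogenesis sets were -0.26, 0.17 and 0.09.

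**Figure D3:**
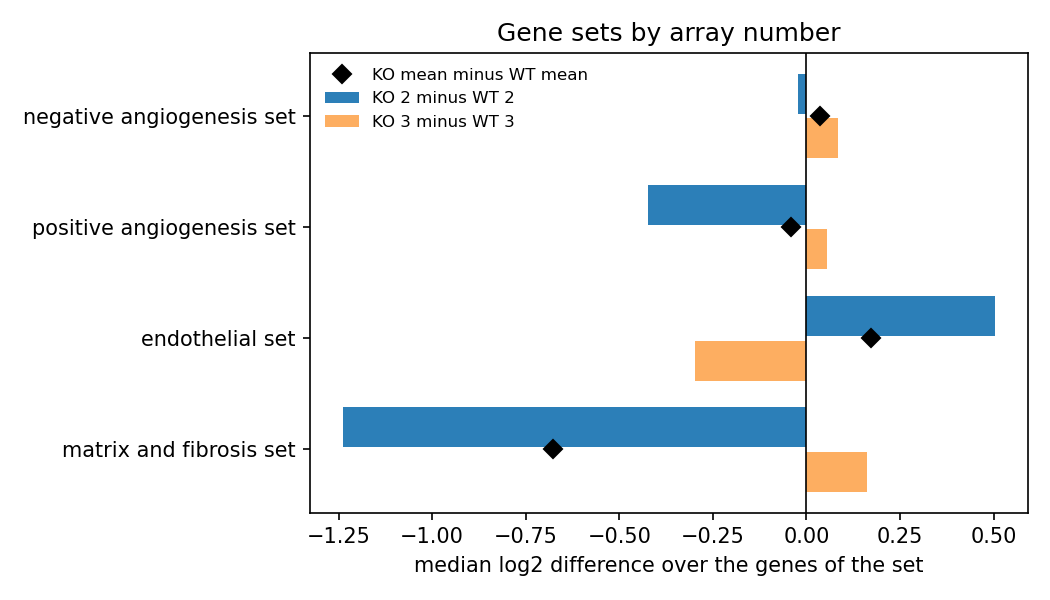
Median log2 difference between KO and WT (horizontal axis) over the genes of each of the 4 sets, at number 2 and number 3 as bars and for the group means as a diamond. The matrix and fibrosis set reads -1.24 at number 2 and 0.16 at number 3.

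Of 123 tested angiogenesis genes, 8 had a fold change over 2 (6.50%), against 525 of all 15061 tested genes (3.49%). The odds ratio was 1.94, with a 95% confidence interval from 0.81 to 3.98, and Fisher's exact test, two-sided, gave p = 0.0783. It was 4.58 with normexp and 1.20 with no filter on dim probes. Without WT 3 it was 2.48 with an exact p of 0.00799 by Fisher's exact test, and without KO 3 it was 1.79 with an exact p of 0.00416 by the same test. With genes at an unadjusted p under 0.05 as the changed genes, 0 of the 123 were among them and the odds ratio was 0. Its 95% confidence interval reached 2.10 and Fisher's exact test gave p = 0.426. That interval includes 1.94, so the 0 does not argue against it.

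The largest changes with separated groups did not pass the adjusted threshold, with limma adjusted p of 0.9999. The 5 falls were Cldn11 by -2.998, Cxcl5 by -2.69, Igh-VJ558 by -2.57, Sfrp4 by -2.43 and Prl2c5 by -2.34. Igh-VJ558 names a family of immunoglobulin heavy chain segments with 9 tested probes, all lower in KO on average and 4 of them higher at number 3, and its value is that of the brightest. Among probes with separated groups and no gene symbol in the files, which this ranking leaves out, 1 on chromosome 12 fell by -4.64, 1 on chromosome 12 rose by 2.86 and 1 on chromosome 1 rose by 1.75. Cldn11 on chromosome 3, 31062922 to 31062981, read -1.30 ± 0.50 (SD, n = 2) in WT and -4.30 ± 0.57 (SD, n = 2) in KO. The 5 rises were Adamts8 by 1.81, Vsig4 by 1.67, Frmpd1 by 1.48, Anln by 1.46 and Golga7b by 1.39. The choice of genes with separated groups fixes their direction within both numbers, but not their size. Without KO 2, the difference of Adamts8 was 1.03. With normexp, those of Frmpd1 and Golga7b were 0.89 and 0.81, under a fold change of 2, and those of Cldn11 and Prl2c5 were -1.69 and -1.19. Both KO arrays lay above both WT arrays for 13.07% of tested probes and below them for 10.88%, where 33.33% in all would be given by chance.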

Values the study reported

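The study stated that its KDM5B-KO mice lack 428 bases of the Kdm5b gene, a deletion that also shifts the reading frame. It reported almost no Kdm5b mRNA or protein in cardiac fibroblasts from these mice, a different material from the left ventricle measured here. It called genes differentially expressed on the arrays at an absolute fold change over 2 and a corrected p under 0.05. In its text, Atf3 was among the genes raised in KO myocardium after infarction, and angiogenesis genes were described as enriched among the changed genes, with positive regulators raised and negative regulators lowered. Apart from the arrays, the study reported Atf3 mRNA and protein and the endothelial genes raised in KO myocardium at the same day. It also reported Atf3 raised in RNA sequencing of KO cardiac fibroblasts.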

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

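The tests of the sex-linked probes were chosen after their values were seen. Xist gave a strong signal on arrays whose samples are labelled male, in probes that enter no comparison of the groups. Its log2 signal was 14.13 on WT 2, where negative control spots averaged 2.21, and 13.24 on KO 2, where they averaged 1.72. All 4 Xist probes were well above background on these arrays and on neither WT 3 nor KO 3. Of 7 Y-linked probes examined, 6 were well above background on both number 3 arrays and 0 of these on a number 2 array.

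RNA of a mixed sample is argued against, since 0 Y-linked probes were well above background on an array with Xist signal. A labelling or hybridization difference is argued against too. The spike-in control probes differed between the numbers by at most 0.31, whereas Xist, after the same scaling, differed by at least 10.05. It was not well above background on WT 3 and KO 3, so its floor there is the lowest signal of a probe well above background. That difference, with the loss of Y-linked signal on the same arrays, is what a mislabelled sample would give, and a candidate explanation is that the number 2 samples came from female mice. A partner out of place in the other group is not needed for this, as each genotype has 1 array of either kind. No biological explanation was tested, because the labels give a single sex. Kdm5d, a Y-linked paralog of the targeted gene, follows the same split, so it is not a readout of the knockout here.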

How the results depend on the processing

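The number of probes past the threshold was 0 under limma in each of the planned settings and with the cardiomyocyte covariate, which was chosen after the data were seen. The methods' t-test gave 88 at the study's cutoff without adjustment and 0 after it. In simulations at the observed spread, 0 of 200 changes of 3 log2 units were called without the number block and 0 of 200 with it. Where the smaller spread left after removal of the number was put into the fit without a block, 92 were called. The zeros therefore say nothing about stability.

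The count of probes with a fold change over 2 was 949. It was 209 with normexp, which compresses dim signals and put the median of all probes at 0.13, against 0.02, so that changes are to be read against that shift. It was 2110 with no filter on dim probes and 472 with only probes well above background on all 4 arrays, where the number of tested probes differs by construction. With 1 array left out it lay between 1087 and 5683. The share of higher probes was 29.8%. It was 44.3% with no filter, 48.0% without WT 2, 40.4% without KO 2 and 48.4% without KO 3. Without WT 3 it was 28.3%, so the size of the excess of lower probes depends on which array is left out.

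With 1 array left out, Kdm5b lay between -1.46 and -0.53 and Atf3 between 0.79 and 1.88. Neither passed the threshold in any setting. For these 2, Vwf and the 10 genes chosen for large changes, both KO arrays lie beyond both WT arrays, so leaving out an array cannot reverse them and their direction there says nothing about stability. Their size could move. Vwf lay between 0.15 and 0.52 with 1 array left out. Adamts8 was 1.03 without KO 2, and with normexp Frmpd1 was 0.89, Golga7b 0.81, Cldn11 -1.69 and Prl2c5 -1.19. Of the values of named genes in settings that kept 4 arrays, 126 were identical to the reported one, since the setting or a lone probe leaves the estimate as it is. Of the other 127, 126 had the same direction and 1 reversed, Tgfb1 at 0.028 with the cardiomyocyte covariate. With 1 array left out, 15 of 40 values reversed among the 10 genes whose groups overlap. Their ranges were -1.09 to 0.048 for Col1a1, -0.229 to 0.015 for Col3a1, -2.35 to 0.88 for Fn1, -0.97 to 0.67 for Ccn2, -0.49 to 0.43 for Tgfb1, -1.05 to 1.7 for Acta2, -0.91 to 1.44 for Vegfa, -0.16 to 0.42 for Pecam1, -0.58 to 1.26 for Kdr and -0.38 to 0.84 for Nos3. The lone array left in a group is assumed to vary like the other group. The number of fibrosis or endothelial genes past the threshold over all probes was 0 in each setting. Adjusted over the list alone, Col1a1 and Fn1 passed without KO 3, with a lowest adjusted p of 0.0198.

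The mean of the matrix and fibrosis set kept its sign in each setting that kept 4 arrays. It kept its call there too, except that at the same mean of -0.62 it was not called by fry or by camera with an estimated correlation. With 1 array left out it lay between -1.49 and 0.25, and the reversal came with KO 2 left out, where camera called it higher with an adjusted p of 0.01. The endothelial set was -0.019 with quantile normalization and -0.019 with the authors' values, and between -0.26 and 0.38 with 1 array left out. The positive angiogenesis set lay between -0.48 and 0.17, and the negative set between -0.277 and 0.094. Camera called the endothelial set lower without KO 2 and higher without KO 3, with adjusted p of 2.18e-04 and 0.00138. It called the positive angiogenesis set lower without WT 2 and without KO 3, with adjusted p of 0.0229 and 0.0110, and higher without KO 2, with 0.0389. Single arrays decide these directions.

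The odds ratio of angiogenesis genes was 4.58 with normexp and 2.94 with probes above background on all 4 arrays. It was 2.22 with the mean of all probes, and each of these had an exact p under the threshold. With genes at an unadjusted p under 0.05 it was 0, with a confidence interval up to 2.10 that includes the main value of 1.94. With no filter it was 1.20. With 1 array left out it lay between 1.34 and 2.48, and it passed the threshold without WT 3 (2.48, with a Fisher exact p of 0.00799) and without KO 3 (1.79, with 0.00416). The cause of these shifts was not tested.

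With the array number as a replicate block, 0 probes passed, and the matrix set remained at -0.62 with a camera adjusted p of 4.31e-14. The differences of KO minus WT are unchanged by this block by construction. Across tested probes, which are not independent replicates, the deviations of same-numbered arrays correlated at 0.57, but 2 pairs with no shared animal or litter in the labels do not establish a pairing.

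A block for slide or scan day was not run, as there was 1 of each. Signal over background limits the dimmest of the named probes, Frmpd1 and Golga7b, whose processed signals on the WT arrays were 22.55 and 25.98, and 30.14 and 19.21.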

Other observations

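The tests of the array number, of the tissue share within numbers, of the proliferation list, of Atf3 against the tissue share and of Sln, Myl7 and Myl4 were chosen after the values were seen. The list of other atrial genes was written after those 3 genes had been seen but before its own values. Those of the count of changed probes, of the spike-in probes, of the immediate early list and of the heart muscle share over all lists were written before.

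The array number parted the arrays more than genotype did. Across tested probes, 57.2% of the variance among the 4 arrays followed the number, 19.7% followed genotype and 23.1% the remaining pairing. All 3 ways to pair the 4 arrays gave at least as many probes with a fold change over 2 as the real grouping, with 4318 for number 2 against number 3 and 1373 for the crossed pairing against 949 for genotype, so chance cannot be excluded. A labelling or hybridization difference between genotypes is argued against, since no spike-in probe above the negative controls differed by more than 0.30 after scaling.

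Sex-chromosome genes themselves are argued against as the source of the split by number, since 4090 of its 4318 probes lay on autosomes. Their share on X or Y was 3.15%, against 3.30% of tested probes. That comparison cannot rule out an excess on X or Y, because the filter removed probes seen at a single number. These were 191 probes well above background on the number 2 arrays only and 660 on the number 3 arrays only. Xist and the detected Y-linked probes are among them. Autosomal effects of sex stay open, untested. The tissue sampled is a candidate explanation. The cardiomyocyte list, with all 40 genes tested, was 1.91 higher on number 2 than on number 3 by its median. The macrophage, neutrophil and matrix lists were lower by -1.40, -1.36 and -0.94. Directions were the same in each genotype, but sizes were larger in KO. WT 2 differed from WT 3 by 1.11, -0.71, -0.24 and -0.21 for these lists in that order. KO 2 differed from KO 3 by 2.86, -2.27, -2.68 and -1.56. Of the genes tested, 0 in the cardiomyocyte and macrophage lists, 1 of 17 in the neutrophil list and 8 of 57 in the matrix list also stand in another list. A larger share of surviving muscle against infarcted tissue in the number 2 samples may account for this, and sex and tissue share run along the same number, so neither is isolated.

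The cardiomyocyte score was 6.15 on KO 2, 5.09 on WT 2, 3.95 on WT 3 and 3.26 on KO 3, so the KO arrays lie at both ends. The medians of the matrix list in the same order were 2.85, 4.31, 4.45 and 4.51, and those of the macrophage list 2.03, 3.66, 4.33 and 4.67. Of 57 matrix genes, 37 were lower in KO at number 2 and higher at number 3, while 11 had both KO arrays below both WT arrays and 0 had both above. With the cardiomyocyte score as a covariate, the mean of the list stayed at -0.516 with a camera adjusted p of 8.38e-11. This goes against a linear effect of that score as the whole cause. The covariate fit leaves 1 residual degree of freedom and was tested with camera's preset correlation. Without the covariate, neither fry nor camera with an estimated correlation called the list. An effect of the score that is not linear was not tested. The matrix and macrophage medians rose at each step down in the score. The share of infarcted tissue in KO 2 and genotype cannot be told apart as the cause of the lower matrix signal, since the values point both ways. A smaller or milder infarct in KO mice stays open as untested. A change in muscle share that moves all other lists alike is argued against, since the endothelial and macrophage medians differed in sign within each number. They were 0.50 and -1.49 at number 2 and -0.30 and 0.30 at number 3. For the group means the endothelial median lay 0.77 above the macrophage median, an order that reversed at number 3. The endothelial list followed the cardiomyocyte score in both pairs, so a change in muscle share that moves lists differently stays open.

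The other lists, tested as candidate sources, gave median differences of -1.21 for neutrophils, -1.21 for T cells, 0.14 for B cells, -0.59 for macrophages, -0.78 for mesothelial and epicardial genes, 0.42 for adipocytes, 0.43 for erythroid genes, 0.29 for skeletal muscle, 0.10 for smooth muscle and pericytes, -0.25 for nerve and glia, 0.01 for lung and airway, -0.08 for thymus and lymphoid genes, -0.08 for interferon response, 0.08 for hypoxia, 0.14 for cardiac stress and 0.22 for cardiomyocytes. The lung and airway list had a mean of -0.16, opposite in sign to its median. The mean was 1.57 for cardiac stress and 0.82 for adipocytes, far from their medians. Except for T cells, skeletal muscle, hypoxia and lung and airway, these medians changed sign between the numbers. For B cells the median was -1.22 at number 2 and 1.36 at number 3, and for neutrophils -2.35 and 0.12. For erythroid genes it was 1.80 and -0.79, and for mesothelial and epicardial genes -2.09 and 0.54. Of 24 lists, camera at its preset correlation called 6 after adjustment, those of matrix, proliferation, macrophages, neutrophils, T cells and immediate early genes. With the array number as a block, camera also called skeletal muscle and adipocytes, with adjusted p of 0.00299 and 0.0175. Without the block, fry called 0, with a lowest adjusted p of 0.942.

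The proliferation list kept one direction within both numbers, as did the T-cell, skeletal muscle, immediate early, hypoxia and lung and airway lists by their medians. All 43 of its genes were higher in KO on average, with a median of 0.88, and the median was 0.37 at number 2 and 1.36 at number 3. Of these genes, 37 had both KO arrays above both WT arrays, or 86.0%, where chance gives 16.7% for independent genes. The tissue share is argued against as the whole cause, since the KO arrays hold the highest and lowest cardiomyocyte scores and 37 genes still separate the genotypes. Normalization is argued against, since the mean of the list was at least 0.76 under normexp, quantile normalization, a median shift and the authors' values. Only 1 of the 3 pairings gave a median this large, which cannot exclude chance with 4 arrays, and while camera gave an adjusted p of 1.92e-31 over the 24 lists, fry gave 0.942. More cycling cells in KO hearts at this day may be the source, which the study's own comparisons do not address.

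Atf3 was higher on both KO arrays, including by 0.69 at number 3, where KO had the lower cardiomyocyte score, so the tissue share is argued against as its whole cause. An immediate early response at harvest could raise Atf3. The immediate early list without Atf3 had a median difference of 0.13, at percentile 92.9 of 10000 random lists matched on signal. Of its 36 genes, 24 were higher in KO, and its median was 0.20 at number 2 and 0.15 at number 3. Camera at its preset correlation called the list higher, with an adjusted p of 0.0389, while fry did not, with an adjusted p of 0.942. The tests differ, so the list does not decide, and an immediate early response stays open.

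The mean of the cardiac stress list rests on KO 2. Sln, Myl7 and Myl4, chosen here after their values were seen, read 5.95, 6.39 and 5.46 on KO 2, against at most -2.46, 0.23 and -0.55 on the other arrays. The muscle share is argued against as the whole cause, since the smallest of these 3 differences exceeded the highest of the 40 cardiomyocyte genes by 2.62 log2 units. These are atrial genes, and atrial tissue in the KO 2 sample could raise them. Of 15 other atrial genes, 9 were tested, and 7 were higher on KO 2 than the mean of the other arrays, with a median of 1.52 at percentile 99.99 of random lists matched on signal. The cardiomyocyte list rose by 2.06 on the same array, so the muscle share alone would give such a median, and atrial tissue stays open. No biological explanation was tested, because the signal is on 1 array of 1 genotype.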
